A study of Mus musculus with 10 samples.

How the data were processed

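RNA was sequenced from the organ of Corti of mice at postnatal day 4. Per the labels, a floxed allele of Casz1 had been deleted in the inner ear with a Sox10-Cre transgene (cKO), and Casz1 wild-type mice (WT) were the controls. RNA from 42 cKO mice and 39 WT mice was combined into 5 pools per genotype, with 7 to 9 mice in each pool, so that a replicate is a pool and the spread between replicates is a spread between pools. Per the labels' protocols, RNA was isolated with a column kit for small samples, reverse-transcribed from oligo-dT with template switching, tagmented as full-length cDNA and sequenced on a NextSeq2000. Reads from such libraries carry no molecular identifiers, so counts are not independent molecules. The libraries held 60.03 to 80.8 M counts (M is 1e6), so that a gene at 1 CPM had about 60 to 81 counts per library.

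The authors deposited a table of read counts per gene with one column per library and a table of their own edgeR comparison. The deposited counts are whole numbers, not normalized, and sum to a different total in each library. The counting tool's settings, the use of strand in counting, the aligner, the genome build and the annotation are not given in the sources used here. Per the file headers, the authors' edgeR table holds a log2 fold change and a log2 CPM value per gene, an F score, a p-value and an adjusted p-value (FDR). The adjusted values in that table were compared with recomputed ones and equal a Benjamini-Yekutieli adjustment of the authors' p-values, with a largest gap of 1.67e-15. The 14670 genes in that table are exactly the 14670 genes with at least 1 CPM in at least 3 libraries. These features of the authors' table were found from its values.

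All count columns could be matched to a sample by name. Samples were grouped by the genotype in the labels, and the replicate number came from the sample titles. The table lists 27179 NCBI Gene IDs, of which 92.99% matched a symbol in a RefSeq gene table of the assembly GRCm38.p6. That table was used for names, chromosomes and the order of genes only, since the authors' build is not named, and no coordinates are given. Of the tested genes, 96.53% had a symbol, and the 1 named gene without one is given by its ID. Transcript sequences of GENCODE release M21 were available for 89.69% of the tested genes. They gave transcript length, GC content and the share of each gene's 50-base words that also occur in another gene, which was used to mark genes whose reads may be split with a near-identical copy.

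The main test was edgeR's quasi-likelihood F test (edgeR 4.0.16 with limma 3.58.1 in R 4.3.3) on the deposited counts of all 10 libraries, with genotype as the only term, TMM normalization and the default expression filter (a minimum count of 10 and a minimum total of 15). This left 17254 tested genes, which hold 99.9837% of all counts. A gene was called changed at a Benjamini-Hochberg adjusted p under 0.05, and a change was called large at an absolute log2 fold change of at least 1. Standard errors of log2 fold changes were computed as the absolute log2 fold change divided by the square root of the F statistic. CPM values are counts per 1e6 of the TMM-scaled library size.

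Gene lists were fixed before the data were examined: 5 hair cell lists (general, outer, inner, early and later), a supporting cell list, lists for surrounding tissue and blood, a cell division list, the neighbours of Casz1 and of Sox10, and a Y chromosome list, 19 lists in all. Each was tested with camera with a preset correlation of 0.01 and Benjamini-Hochberg adjustment over the 19 lists. Some genes belong to more than 1 hair cell list. Each library also received 3 scores, each the difference between the mean log2(CPM + 1) of 2 lists: outer minus general hair cell, inner minus general hair cell, and later minus early hair cell. Scores were compared between genotypes with a two-sided exact permutation test over the 252 assignments of 10 libraries, whose smallest possible p is 0.007937, with Benjamini-Hochberg adjustment over the 3 scores.

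The genes named were chosen by a rule written before the data were examined: Casz1 and Sox10; Slc26a5, Ocm, Ikzf2, Insm1, Bcl11b, Tbx2, Fgf8, Slc17a8, Atoh1, Pou4f3 and Myo7a whatever their result; the 6 highest and the 6 lowest log2 fold changes among called genes with a mean of at least 5 CPM and no overlap between the genotypes; the 3 genes with the smallest p in each direction; called members of the 5 hair cell lists; and Xist and the Y chromosome list. Other genes are named as members of lists or as neighbours of Casz1 and Sox10, and where they were picked after their values were seen the text says so. Results for some genes and regions are not reported here.

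The tests were tested on simulated data. Counts for the 17254 tested genes were drawn from the mean expression, library sizes and dispersions of the cKO and WT libraries, with 100 genes changed 1.5-fold and 100 genes changed 2-fold. The test called 73% of the genes changed 1.5-fold and 91% of those changed 2-fold in the right direction, with 6 calls among unchanged genes, and called 0 of the 19 lists. Each gene was drawn independently and no other genes were changed. The simulation therefore does not show how the list tests behave when genes vary together. Nor does it show how the normalization behaves when as many genes change as in the data. The test of gene order gave p = 1e-04, the smallest its 10000 permutations can give, for planted blocks and 0.182 for scattered genes. The blocks were runs of adjacent genes without chromosome borders, so a small p for them was built in. This shows only that the test works, not its power for weaker patterns.

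Alternatives fixed before the data were examined were RLE and upper-quartile factors, DESeq2 1.42.0, limma-voom with sample weights, no low-count filter and a stricter one (at least 1 CPM and 10 counts in at least 5 libraries), the replicate number as a block, the mean of the Y-linked genes as a covariate, leaving out each library, stricter thresholds, other list tests, pseudocounts of 0.1 and 5, and list medians. Offsets for GC content and for transcript length in 20 bins, thinning to the smallest library, the authors' filter with their adjustment, and hair cell lists with 2 genes taken out (the largest absolute changes, or the largest changes in the direction of the list) were added after the data had been seen. Figures were drawn with matplotlib 3.10.9. No read-level, exon-level or isoform-level data were used, so the part of Casz1 that was removed could not be looked at separately from the rest of the gene.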

Results

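Gene expression was measured by RNA sequencing in the organ of Corti, the sensory epithelium of the cochlea, of mice at postnatal day 4. The organ of Corti holds inner and outer hair cells, which sense and amplify sound, and the supporting cells around them. The 10 libraries fall into 2 genotypes with 5 pools each: cKO, in which the transcription factor gene Casz1 was deleted by a Cre recombinase under Sox10 control, and WT. The WT libraries held 76.9, 75.8, 77.3, 66.1 and 77.1 M counts (replicates 1 to 5; M is 1e6), and the cKO libraries 69.1, 60.03, 71.4, 68.03 and 80.8 M. The mean total was 74.6 ± 4.81 M in WT and 69.9 ± 7.47 M in cKO (SD, n = 5 each), a difference within the spread of the libraries (two-sided exact permutation test, p = 0.254). At this depth a gene at 1 CPM is covered by about 60 to 81 counts per library. No 2 libraries agreed within sampling noise: chi-square per degree of freedom between libraries of 1 genotype ranged from 12.1 to 77.6, and the highest values, 46.2 to 77.6, were those between WT replicate 5 and the other WT libraries. The first principal component held 56.2% of the variance of log2 CPM and separated the genotypes, with values of -40.1 to -32.9 in WT and 33.7 to 39.2 in cKO.

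The targeted gene was examined first. Casz1 (Gene ID 69743, chromosome 4) was at 24.9, 23.0, 19.7, 16.9 and 26.9 CPM in WT replicates 1 to 5 and at 7.68, 8.97, 7.72, 10.5 and 11.1 CPM in cKO replicates 1 to 5. The means were 22.3 ± 4.04 CPM in WT and 9.20 ± 1.58 CPM in cKO (SD, n = 5 each), so 41.3% of the WT level remained. Its log2 fold change was -1.28 (SE 0.13, edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 2.8e-06), and each cKO library lay below each WT library. These values rest on 532 to 2117 counts per library over the whole gene. They do not separate the deleted part from the remaining exons, nor cells that had the Cre recombinase from cells that did not. Sox10 (Gene ID 20665, chromosome 15), whose regulatory sequence drives the recombinase, was at 102 ± 4.41 CPM in cKO and 87.7 ± 8.82 CPM in WT (log2 fold change 0.22, SE 0.06, adjusted p = 0.0107), with overlap between the genotypes.

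The main comparison asked which genes differ between cKO and WT organs of Corti. Of 17254 tested genes, 7140 (41.4%) changed at an adjusted p under 0.05 in edgeR's quasi-likelihood test, 3511 of them higher and 3629 lower in cKO. At an unadjusted p under 0.05 the number was 8480. Most of these changes were small: the median absolute log2 fold change of the called genes was 0.37, and 839 genes passed an absolute log2 fold change of 1, 518 higher and 321 lower. For 4879 genes (28.3%) the CPM values of the 2 genotypes did not overlap, against 0.79% given by chance for 5 against 5 libraries. The biological coefficient of variation between pools was 10.2%. Among other fits that kept the threshold and adjustment, the Y-linked covariate moved the number of calls most, to 5797.

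**Figure D1:**
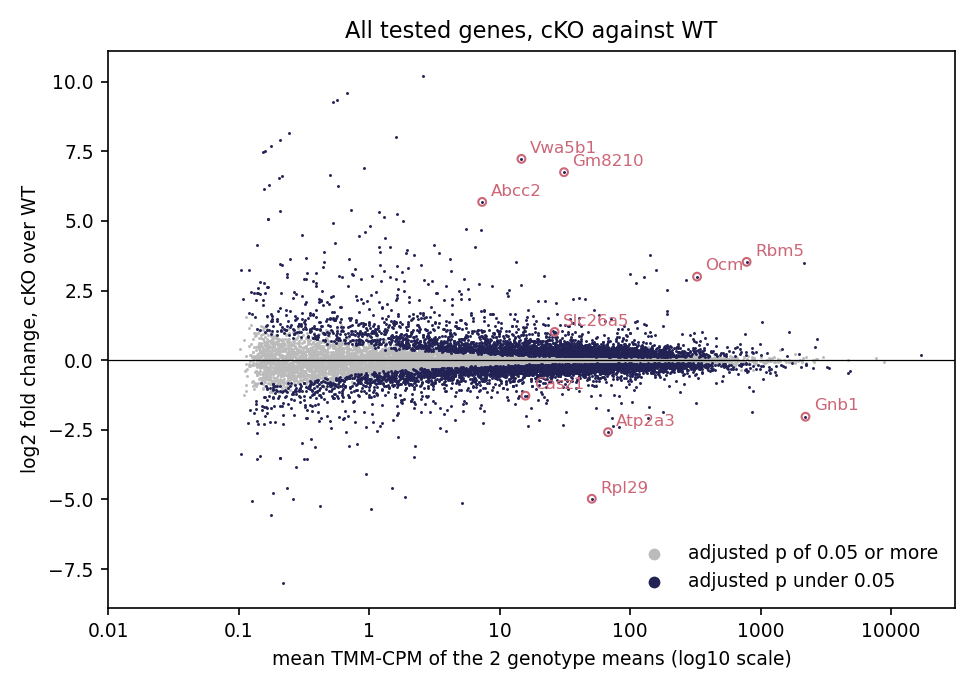
Log2 fold change of cKO over WT (vertical axis) against mean expression in TMM-CPM (horizontal axis, log scale) for the 17254 tested genes, with genes past an adjusted p of 0.05 in dark blue and the others in grey. The called genes lie on both sides of 0, with 3511 higher and 3629 lower, and 10 genes named in the text are circled.

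Among called genes with a mean of at least 5 CPM and no overlap between genotypes, the 6 largest rises ran from Vwa5b1 to Cysltr1. Vwa5b1 (chromosome 4) was at 29.1 ± 1.96 CPM in cKO and 0.19 ± 0.10 CPM in WT (log2 fold change 7.23, SE 0.19, edgeR adjusted p = 5.1e-13). Gm8210 (chromosome 1) had a log2 fold change of 6.75, Abcc2 (chromosome 19) of 5.68, AI429214 (chromosome 8) of 4.73, Tagap (chromosome 17) of 4.66 and Cysltr1 (chromosome X) of 4.05. Tagap shares 47.6% of its 50-base words with another gene, and Tagap1, looked up after these values were seen, had a log2 fold change of -0.93, so the Tagap value is uncertain. The 6 largest falls were those of the gene with ID 382069 (log2 fold change -5.11), Rpl29 (-4.98, chromosome 9), Atp2a3 (-2.58, chromosome 11), Samd8 (-2.38, chromosome 14), Hmgn2 (-2.38, chromosome 4) and Kif21b (-2.36, chromosome 1). Rpl29, at 98.4 ± 9.38 CPM in WT and 3.08 ± 1.89 CPM in cKO, shares 47.9% of its 50-base words with other genes and Hmgn2 shares 22.5%, so both are uncertain. No transcript sequence was matched to Gm8210 or to gene 382069, and sharing of reads was not tested for them.

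The smallest p-values among rises were those of Gm8210, Rbm5 and Supt16. Rbm5 (chromosome 9) was at 1436 ± 111 CPM in cKO and 124 ± 7.18 CPM in WT (log2 fold change 3.53, SE 0.06, edgeR adjusted p = 5.5e-15). Supt16 (chromosome 14) was at 194 ± 10.9 CPM in cKO and 28.4 ± 0.82 CPM in WT (log2 fold change 2.77, SE 0.05). Among falls they were those of Rprm, Atp2a3 and Gnb1. Gnb1 (chromosome 4) fell from 3545 ± 244 CPM in WT to 867 ± 60.5 CPM in cKO (log2 fold change -2.03, SE 0.06, adjusted p = 1.9e-12). Rprm (chromosome 2) fell from 281 ± 6.34 to 77.4 ± 2.28 CPM (log2 fold change -1.86, SE 0.04, adjusted p = 5.4e-14), and Atp2a3 from 116 ± 8.59 to 19.3 ± 1.54 CPM (adjusted p = 5.1e-13). Rprm and Atp2a3 are both members of the inner hair cell list fixed before the data were examined. Chromosomes 4 and 14, which carry Vwa5b1, Hmgn2, Gnb1, Samd8 and Supt16, held more large changes than the other chromosomes: 8.19% of the tested genes on chromosome 4 and 11.2% on chromosome 14, against 4.19% on the rest.

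The authors' deposited table covered 14670 genes, all of which were also tested here. Of the genes in the authors' deposited table, 3607 passed an adjusted p of 0.05, 1995 higher and 1612 lower in cKO. All 3607 were called here in the same direction. A further 3533 genes were called here only, 519 of them among genes outside the authors' deposited table. Across genes, which are not independent replicates, the log2 fold changes of the authors' deposited table and of the fit here had a Pearson r of 0.9999994 and a Spearman rho of 0.9999984, and the authors' values were higher by a median of 0.0076. With the p-values of the authors' deposited table adjusted by Benjamini-Hochberg, 6689 genes passed. The difference in number therefore lay mostly in the adjustment. Tbx2, Fgf8, Bcl11b, Myo7a and Sox10, called here, had adjusted p-values of 0.209, 0.336, 0.125, 0.470 and 0.0785 in the authors' deposited table.

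Per the labels, the study is about the pace of outer hair cell maturation, so genes of hair cell classes and stages were examined next. Among genes used as outer hair cell markers, Ocm, which encodes oncomodulin, rose from 72.4 ± 6.26 CPM in WT to 578 ± 83.1 CPM in cKO (log2 fold change 2.998, SE 0.09, edgeR adjusted p = 3.3e-12). Slc26a5, which encodes the motor protein prestin, rose from 17.4 ± 3.76 to 35.2 ± 8.10 CPM (log2 fold change 1.01, SE 0.16, adjusted p = 0.00013). Both were higher in each cKO library than in any WT library. Ikzf2 did not pass the threshold (log2 fold change 0.26, SE 0.11, adjusted p = 0.0813, 88.6 ± 15.1 against 74.0 ± 11.3 CPM). It passed without WT replicate 1 (0.32, adjusted p = 0.0458), without cKO replicate 1 (0.33, adjusted p = 0.0335), with length offsets (0.24, adjusted p = 0.0487) and with the Y-linked covariate (0.46, adjusted p = 0.0067), and was weaker without WT replicate 4 (0.19, adjusted p = 0.161) and without cKO replicate 5 (0.17, adjusted p = 0.238). Bcl11b was higher in cKO with overlapping values (log2 fold change 0.49, SE 0.15, adjusted p = 0.0150). Insm1 was higher at a very low level, 0.33 ± 0.07 against 0.14 ± 0.03 CPM, from 8 to 28 counts per library (log2 fold change 1.21, SE 0.29, adjusted p = 0.0041).

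Genes of the inner hair cell list moved in both directions. Tbx2 was lower in cKO, at 9.86 ± 0.60 CPM against 13.7 ± 4.00 CPM (log2 fold change -0.47, SE 0.14, edgeR adjusted p = 0.0163), and WT replicate 5, at 20.7 CPM, carried much of that difference: without it the log2 fold change was -0.26. Fgf8 was lower by a smaller amount (log2 fold change -0.25, SE 0.08, adjusted p = 0.0284). It lost its call under the offsets for GC content (adjusted p = 0.0601) and length (0.143), the Y-linked covariate (0.0823) and without WT replicate 1 (0.0501), cKO replicate 3 (0.0607) or cKO replicate 4 (0.0918). Slc17a8, which encodes a vesicular glutamate transporter, rose from 1.93 ± 0.49 to 3.86 ± 0.35 CPM (log2 fold change 0.999, SE 0.16, adjusted p = 0.00017), and Dnajc5b from 0.32 ± 0.09 to 2.57 ± 0.25 CPM (log2 fold change 2.98), though Dnajc5b shares 16.9% of its 50-base words with another gene. Otof, Pvalb and Kcnma1 belong to the later hair cell list and not to the inner one: Otof, which acts in transmitter release, fell from 1073 ± 160 to 557 ± 20.5 CPM (log2 fold change -0.95, adjusted p = 4.6e-07), Pvalb from 71.1 ± 3.08 to 37.4 ± 2.82 CPM (-0.93, adjusted p = 9.9e-09) and Kcnma1 from 2.95 ± 0.51 to 1.595 ± 0.396 CPM (-0.89, adjusted p = 0.0010). For Slc17a8, Dnajc5b, Otof, Pvalb and Kcnma1 the 2 genotypes did not overlap.

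Of the genes fixed in advance that mark hair cells in general or their early stages, Atoh1 rose from 12.5 ± 1.09 to 19.4 ± 2.81 CPM (log2 fold change 0.63, SE 0.10, edgeR adjusted p = 0.00011) without overlap. Pou4f3 did not change detectably (log2 fold change 0.10, SE 0.06, adjusted p = 0.189), at 123 ± 7.86 against 115 ± 9.76 CPM. Myo7a was close to the threshold (log2 fold change 0.27, SE 0.10, adjusted p = 0.0443), and it lost its call under upper-quartile factors (adjusted p = 0.0532), under the Y-linked covariate (0.0522) and when any of WT replicates 3 and 4 and cKO replicates 1, 2, 4 and 5 was left out (0.0565 to 0.0996). Other called members of the hair cell lists included Car7 (log2 fold change 1.48), Nhlh1 (1.16), Dll3 (0.998), Myo3a (0.98), Myo15 (0.83), Ptprq (0.78), Dll1 (0.76), Gfi1 (0.70), Elmod1 (-0.53), Grxcr1 (-0.53) and Shtn1 (-0.38). In all, 48 named genes were called members of the 5 hair cell lists.

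**Figure D2:**
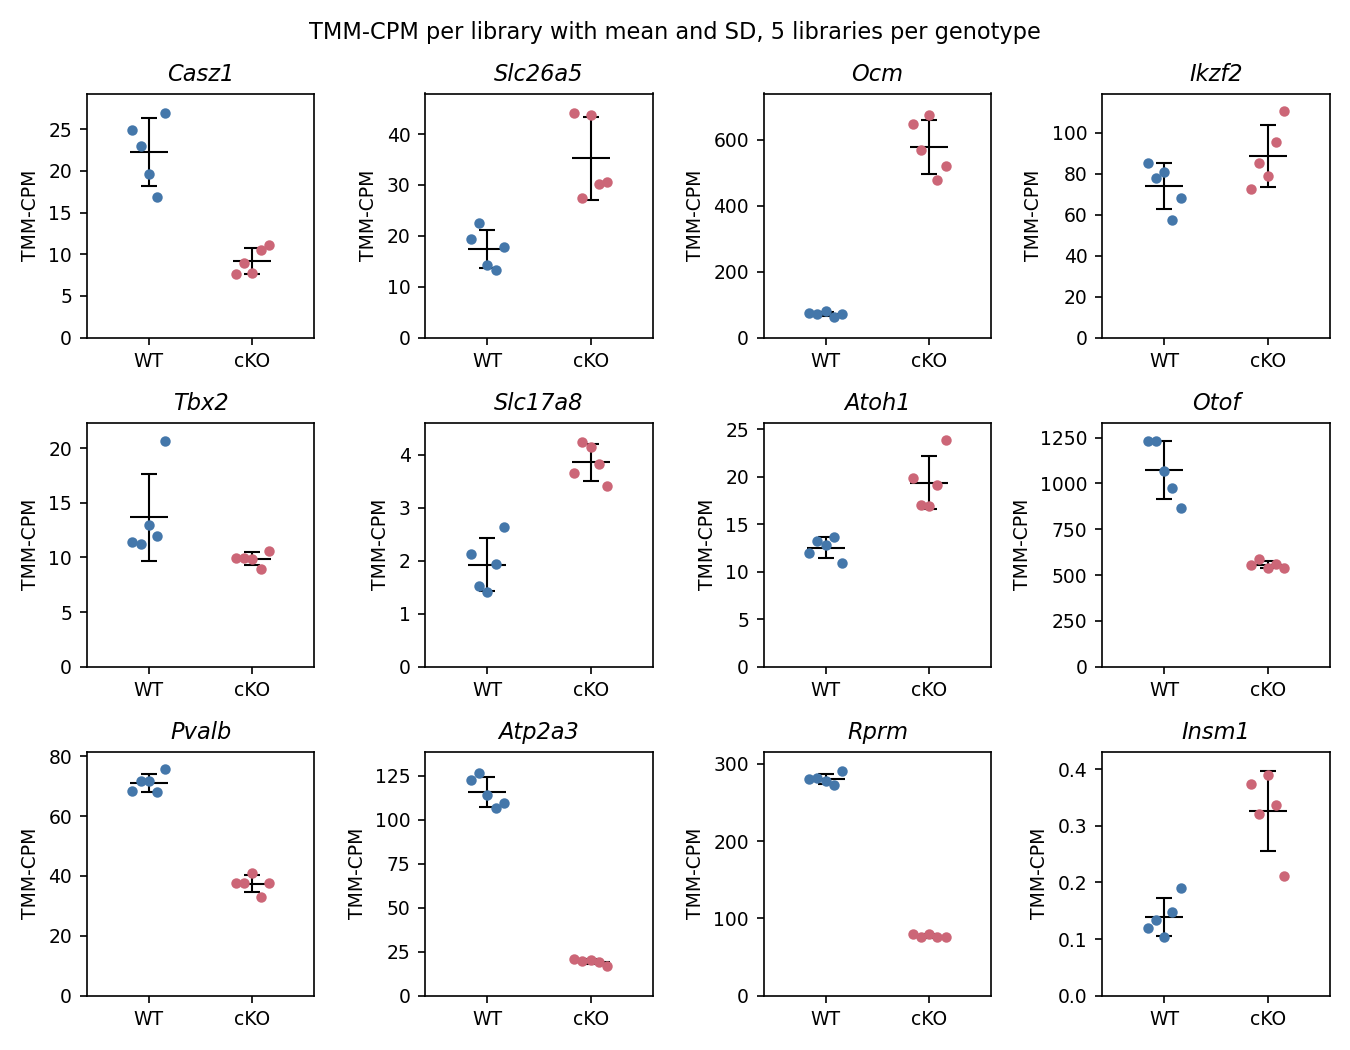
Expression in TMM-CPM (vertical axes, from 0, a separate scale for each gene) of 12 genes in the 5 WT (blue) and 5 cKO (red) libraries; horizontal bars are means and whiskers are SD. Ikzf2 overlaps between the genotypes, and the other 11 genes do not.

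The hair cell lists were then tested as sets with camera. The outer hair cell list was higher in cKO, with a median log2 fold change of 0.28 over 14 tested genes (camera, Benjamini-Hochberg adjusted p = 3.7e-05), and 11 of its genes were called, 9 higher and 2 lower, or 12 adjusted over the list alone. The general hair cell list was higher with a median of 0.25 over 27 genes (adjusted p = 0.0069), with 14 genes higher and 5 lower, 19 in all, or 21 adjusted over the list alone. The inner hair cell list was lower with a median of -0.22 over 10 genes (adjusted p = 1.1e-05), with 2 genes higher and 5 lower, 7 in all and 7 adjusted over the list alone. The early hair cell list had a median of 0.61 over 10 genes (adjusted p = 0.0115), with 7 genes higher and 1 lower, 8 in all and 8 adjusted over the list alone. The later hair cell list had a median of 0.0047 over 13 genes and was not called (adjusted p = 0.416): 4 of its genes were higher and 4 lower, 8 in all and 8 adjusted over the list alone. Its mean log2 fold change was 0.18, drawn up by Ocm. In an alternative added after the data had been seen, the 2 genes that moved most in the direction of each list were taken out, which weakens a list by construction, and none of the 4 called lists passed (camera adjusted p = 0.0849 for the general, 0.174 for the outer, 0.544 for the inner and 0.0757 for the early list). Without its 2 largest absolute changes, Atp2a3 and Dnajc5b, the inner list kept its call (adjusted p = 0.0010). The choice of set test also moved these calls. In camera with the correlation estimated from the data none of the 19 lists passed (adjusted p = 0.408 for the general, 0.265 for the outer, 0.0512 for the inner and 0.140 for the early list). The rotation test fry called the general, outer, inner and early lists (0.00092, 6.9e-05, 1.5e-06 and 6.6e-06) and not the later list (0.0506). Fry asks whether the genes of a list changed at all, while camera compares a list with the other genes. With 41.4% of all tested genes called, fry calls a list easily. Its calls therefore do not offset those lost with the estimated correlation.

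To separate hair cell classes from a change in the share of hair cells in the dissections, the lists were compared within each library. The outer minus general hair cell score was 0.53 ± 0.06 in cKO and 0.26 ± 0.03 in WT (SD, n = 5 each), a difference of 0.27 (two-sided exact permutation test, p = 0.0079, the smallest this design can give, and 0.0119 after Benjamini-Hochberg adjustment over the 3 scores). With the list median in place of the mean the difference was 0.031 (exact permutation p = 0.738), so this difference was carried by some of the genes and not by the list as a whole. Without Ocm and Car7 it was -0.018 (exact permutation p = 0.484). The inner minus general hair cell score was -1.44 ± 0.02 in cKO and -0.89 ± 0.05 in WT, a difference of -0.56 (exact permutation p = 0.0079, adjusted 0.0119), and each cKO library lay below each WT library. Rprm and Atp2a3 carried most of it: they contribute -0.44 to the change of -0.34 in the mean of the inner hair cell list, while 5 of the other 8 genes fell and 3 rose (median log2 fold change -0.16, but a mean of 0.13 on the scale of the score, drawn up by Dnajc5b and Slc17a8). Without Rprm and Atp2a3 the score difference was -0.094 (exact permutation p = 0.0397). The later minus early hair cell score was 1.97 ± 0.05 in cKO and 2.10 ± 0.10 in WT, a difference of -0.13 (exact permutation p = 0.0238, adjusted 0.0238), with overlap between the genotypes. This score difference shrank to -0.015 with a pseudocount of 5 (exact permutation p = 0.746), and grew to -0.30 with a pseudocount of 0.1 and to -0.46 without Ocm and Slc26a5 (exact permutation p = 0.0079 for both).

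**Figure D3:**
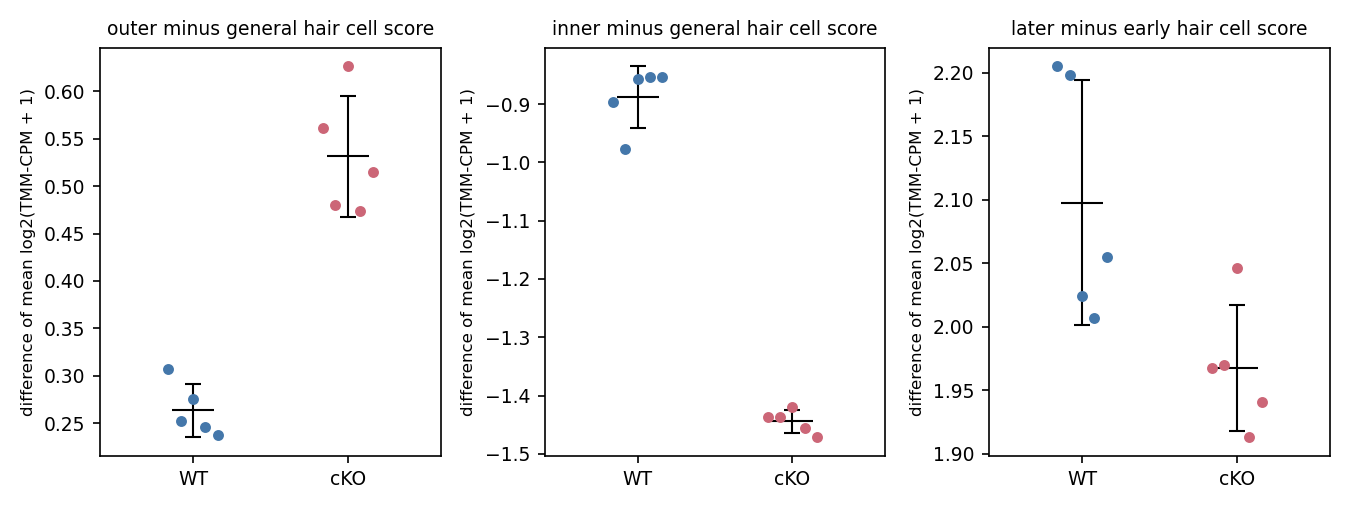
The 3 hair cell scores (vertical axes, differences of mean log2(TMM-CPM + 1) between 2 gene lists, not starting at 0) in the 5 WT (blue) and 5 cKO (red) libraries, with mean and SD. The outer minus general and inner minus general scores do not overlap between the genotypes, and the later minus early score does.

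Lists for other cells of the dissection were tested in the same way, since the amount of surrounding tissue can differ between pools. The supporting cell list did not change detectably (median log2 fold change 0.10, camera adjusted p = 0.271). The myelinating glia list was lower in cKO (median -0.66, adjusted p = 0.00067), as was the mesenchyme list (median -0.38, adjusted p = 0.0189). The endothelium list was lower with an adjusted p of 0.0606. It crossed the threshold under 8 other settings of the data or fit and under fry, among them leaving out WT replicate 2 (adjusted p = 0.0339), WT replicate 5 (0.0453), cKO replicate 1 (0.0488) or cKO replicate 3 (0.0269). The neuron (median -0.13, adjusted p = 0.906), macrophage (-0.30, 0.237), red blood cell (-0.25, 0.377), bone and cartilage (-0.29, 0.416), cell division (-0.38, 0.152) and skeletal muscle (0.012, 0.906) lists were not called. Leaving out 1 library moved the red blood cell median to between -0.55 and -0.17 and the bone and cartilage median to between -0.34 and -0.14. The neuron list had a negative median and a score slightly higher in cKO (3.82 ± 0.16 against 3.80 ± 0.10), and the skeletal muscle list a positive median, a mean of -0.05 and a test direction of lower. With fry, which does not compare a list with the other genes, the supporting cell (0.0128), endothelium (0.0029), macrophage (0.0162), bone and cartilage (0.0495) and cell division (0.0028) lists were called too. The stria and melanocyte list had a median of 1.66 (0.88 to 1.92 without single libraries) and was not called (adjusted p = 0.672), and several of its genes were high in cKO replicates 1 and 5 alone: Dct was at 39.8 and 17.9 CPM in these and at 0.69 to 3.02 CPM in the other 8 libraries.

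The sex mix of the pools was read from Xist and the Y-linked genes. Xist did not differ detectably (log2 fold change -0.04, SE 0.10, edgeR adjusted p = 0.752). Ddx3y fell from 44.8 ± 10.3 to 26.8 ± 4.28 CPM (log2 fold change -0.75, adjusted p = 0.00069) and Eif2s3y from 27.1 ± 3.61 to 19.4 ± 3.10 CPM (-0.49, adjusted p = 0.0031), while Kdm5d (-0.04, adjusted p = 0.825) and Uty (0.21, 0.13 to 0.30 without single libraries, adjusted p = 0.198) did not pass the threshold. The Y chromosome list as a set was not called (median -0.27, -0.33 to -0.17 without single libraries, camera adjusted p = 0.377). The sign for Xist changed under limma-voom, and those for Xist and Kdm5d changed when single libraries were left out.

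Genes next to Casz1, the floxed gene, and next to Sox10, whose regulatory sequence drives the transgene, were examined as lists. The Casz1 neighbours, 18 genes, had a median log2 fold change of 0.057 (camera adjusted p = 0.114), with a range from -1.59 to 3.86, and 11 of them were called, 7 higher and 4 lower (13 adjusted over the list alone). The Sox10 neighbours, 21 genes, had a median of 0.020, which changed sign under upper-quartile factors and under length offsets (camera adjusted p = 0.0861), and 12 were called, 7 higher and 5 lower (12 adjusted over the list alone). Fry, which does not compare a list with the other genes, called both lists (6.1e-05 and 0.00014). Camera called the Sox10 neighbours without the low-count filter (adjusted p = 0.0421) and without WT replicate 5 (0.0332). The following values in gene order were picked after they were seen. In gene order on GRCm38.p6, 7 tested genes in a row were called higher at the Sox10 locus: Eif3l (log2 fold change 0.81), Micall1 (0.67), 1700088E04Rik (1.09), Polr2f (0.64), Sox10 (0.22), Gm10863 (0.98) and Pick1 (0.44). Pick1 shares 32.1% of its 50-base words with another gene, and genes of this run that overlap or are antisense to each other are uncertain because the use of strand in counting is not stated. Of the 100 tested genes nearest to Casz1, 24 had a large change, in both directions, 20 of them among the 50 before Casz1 and 4 among the 50 after it; Masp2 had a log2 fold change of 3.86, Cort of 5.26 and Disp3 of -1.59.

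**Figure D4:**
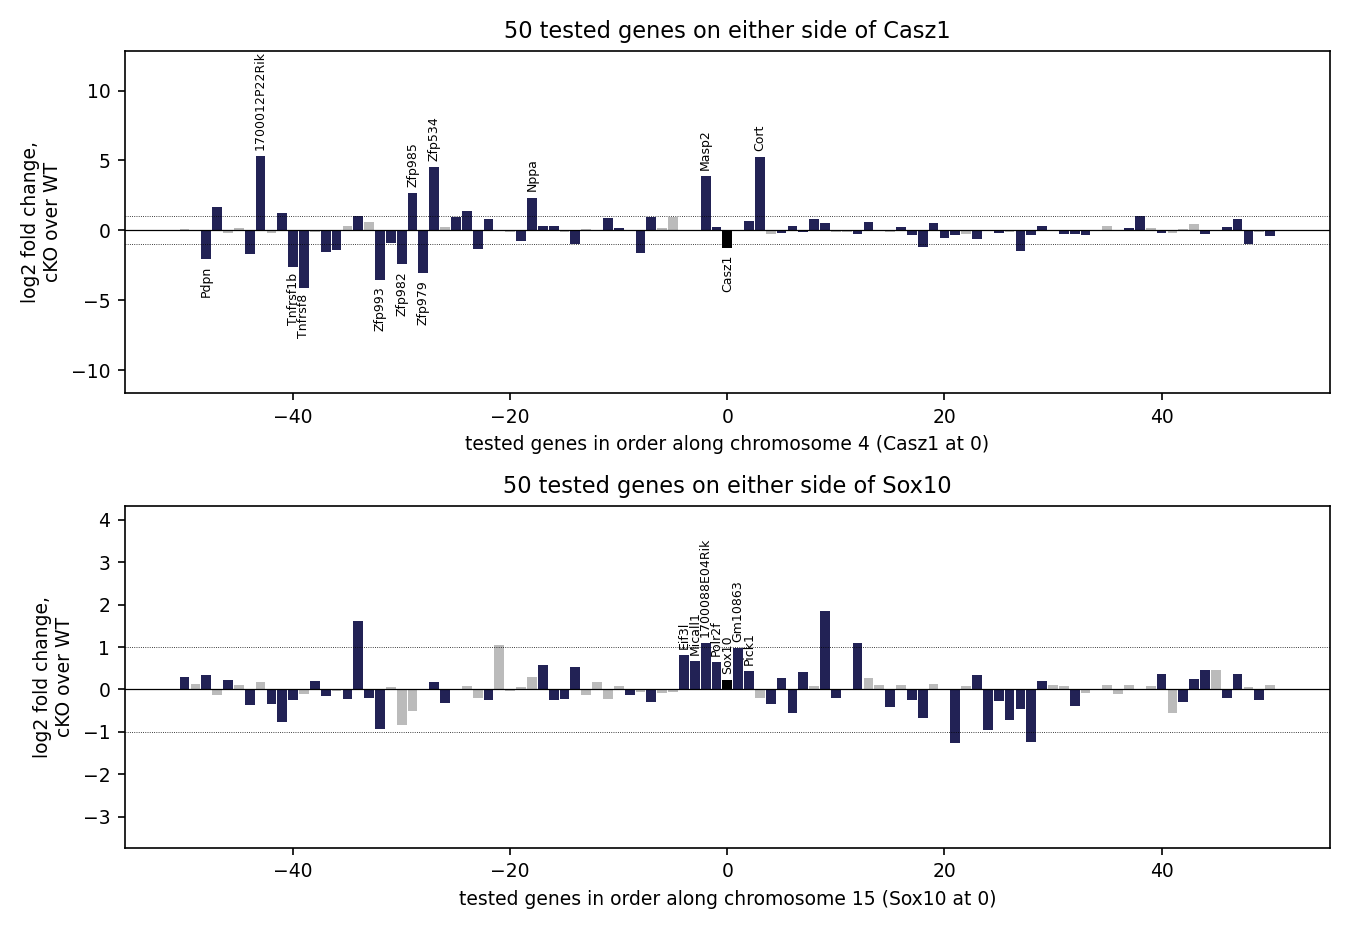
Log2 fold change of cKO over WT (vertical axes) of the 50 tested genes on either side of Casz1 on chromosome 4 and of Sox10 on chromosome 15, in gene order (horizontal axes, ranks and not distances). Dark bars are genes past an adjusted p of 0.05, grey bars the others, black bars the locus itself, and dotted lines mark an absolute log2 fold change of 1; 24 of the 100 genes around Casz1 and 6 of the 100 around Sox10 are called and pass it.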

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

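In 188 groups of 5 libraries (total counts, CPM of the named genes, list scores and the 3 scores), a single library stood apart from the other 4 by more than 0.71 of the group's range in 7 groups. Chance gives about 5% of groups (1 in 20), or 9.4 here, and up to 16 would be within its range. The comparison of 7 with that number was chosen after the flags had been seen, and the offsets below were chosen after the data had been seen. Since 7 does not exceed the number given by chance, each of these values may be no more than the expected rate of such gaps, and no biological explanation was tested for any of them, since they lie within 1 genotype.

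WT replicate 4 had a total of 66.1 M counts (66.082; M is 1e6), below the 75.8 to 77.3 M of the other WT libraries. Total counts enter every fit as library sizes. After every library was thinned to the smallest total, 6954 genes were called, 6737 of them shared with the 7140 of the main comparison, so the tables argue against depth as the source of the changes between genotypes. Supt16 in the same library stood at 29.9 CPM (29.86) against 28.0 to 28.1 CPM in the other WT libraries, a gap that is small beside the 194 CPM of the cKO mean.

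WT replicate 5 stood apart for Tbx2, at 20.7 CPM against 11.2 to 12.95 CPM in the other WT libraries, and for Hmgn2, at 133 CPM (133.23) against 120 to 124 CPM. This library also differed most from the other WT libraries over all genes. Across 13497 genes its deviation from the other WT libraries fell with transcript length (Spearman rho -0.41, across genes, which are not independent) and had little relation to GC content (0.086). Yet Tbx2 still stood apart after each library's trend with GC content was removed (a gap of 0.787 of the range) and after its trend with transcript length was removed (0.779), so these tests argue against both trends as the cause of the Tbx2 value. A difference in how much of the Tbx2-expressing tissue was dissected stays open and was not tested. Hmgn2 shares sequence with other genes, and its gap is small beside the cKO mean of 23.8 CPM.

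The remaining 3 were Gnb1 in cKO replicate 3, at 972 CPM (971.8) against 818 to 859 CPM, Gadd45g in cKO replicate 1, at 19.5 CPM (19.547) against 14.4 to 15.7 CPM, and Tmc2 in WT replicate 2, at 16.9 CPM (16.95) against 13.5 to 14.01 CPM. The Gnb1 value lies far below the WT mean of 3545 CPM. Gadd45g lost its call when WT replicate 1 or 3 or cKO replicate 3, 4 or 5 was left out, and Tmc2 lost its call when any library other than WT replicate 2 or cKO replicate 5 was left out, so both calls rest near the threshold. Leaving out the library that stood apart made both calls firmer: without cKO replicate 1 the log2 fold change of Gadd45g was -0.37 (edgeR adjusted p = 0.0039, against 0.0246 with all libraries), and without WT replicate 2 that of Tmc2 was 0.29 (adjusted p = 0.0111, against 0.0462). Beyond chance, no technical explanation was tested for these 3.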

How the results depend on the processing

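The alternatives for GC content, transcript length, thinning, the authors' filter with their adjustment and the removal of genes from lists were added after the data had been seen, and the others were fixed before the data were examined. The 3 scores were not recomputed under the replicate block, the Y-linked covariate or the offsets for GC content and length, nor under DESeq2 and limma-voom.

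The number of genes called by edgeR, 3511 higher and 3629 lower in cKO, stayed at a similar level under the other normalizations, filters, covariates, offsets and tools, between 2983 and 3877 higher and between 2814 and 4015 lower. Leaving out 1 library gave 3036 to 3672 higher and 2943 to 3413 lower. DESeq2 called 7573 genes, 7044 of them shared with the main comparison, and limma-voom 7479, with 6911 shared. The Y-linked covariate gave 5797, with 5437 shared. Stricter thresholds lowered the numbers by construction. An adjusted p under 0.01 left 2397 higher and 2212 lower genes, so more were higher than lower, unlike in the main comparison. An absolute log2 fold change of at least 1 left 518 higher and 321 lower. The authors' filter with the Benjamini-Yekutieli adjustment left 1990 higher and 1605 lower. No scaling moved the median log2 fold change of all genes by more than 0.1; the furthest shift was -0.020, under upper-quartile factors.

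Replicate numbers are shared by the genotypes in the labels, and the deviations of same-numbered libraries from their group means had correlations of -0.095 to 0.030 over 5 pairs, so the numbers do not pair the pools. With the replicate number as a block, 3329 genes were higher and 3307 lower, 6636 in all, of which 6478 were shared with the main comparison. Under the block Tmc2 was not called (adjusted p = 0.0596) and the endothelium list was (0.0403); among the lists recomputed with it, no other call changed.

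Casz1 was lower and called under all 21 alternatives, with log2 fold changes from -1.35 to -1.10 and adjusted p-values up to 5.6e-05. The inner minus general score kept its direction under all 20 alternatives, with differences from -0.61 to -0.094, and its exact permutation p stayed at 0.0079 except without Rprm and Atp2a3 (-0.094, exact permutation p = 0.0397), the 2 genes that carry most of it. The outer minus general score was weaker with list medians (0.031, exact permutation p = 0.738) and changed sign without Ocm and Car7 (-0.018, exact permutation p = 0.484), which shows that a few genes carry it, and it ranged from 0.24 to 0.28 when libraries were left out. The later minus early score was weaker with a pseudocount of 5 (-0.015, exact permutation p = 0.746) and with list medians (-0.12, p = 0.325), and larger with a pseudocount of 0.1 (-0.30, p = 0.0079) and without Ocm and Slc26a5 (-0.46, p = 0.0079). Without cKO replicate 1, 2, 4 or 5 its exact permutation p was 0.0635, and without any other single library it kept its call. The differences ran from -0.15 to -0.10 over all libraries left out. Every library left out lowers the number of permutations, so that number alone does not account for the lost calls.

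With the correlation estimated from the data, the general (median 0.25), outer (0.28), inner (-0.22) and early (0.61) hair cell lists, the myelinating glia list and the mesenchyme list were no longer called, with unchanged medians. Adjusted p-values over all alternatives reached from 0.00092 to 0.408 for the general, from 7.5e-07 to 0.265 for the outer, from 8.2e-07 to 0.544 for the inner and from 6.6e-06 to 0.140 for the early list. The inner list was also not called under limma-voom (median -0.24, adjusted p = 0.0818); the cause was not tested. Taking 2 genes out of each list was tried by 2 rules, the later of them added after the other's values had been seen. Without the 2 genes with the largest absolute change, the inner list (without Atp2a3 and Dnajc5b) kept its median of -0.22 and its call (adjusted p = 0.0010), and the general (median 0.17, adjusted p = 0.0708), outer (0.25, 0.157) and early (0.40, 0.0567) lists lost theirs. Without the 2 genes that moved most in the direction of the list, which for the other lists are the same genes, the inner list (without Rprm and Atp2a3) lost its call too (median -0.16, adjusted p = 0.544), next to the general (0.17, 0.0849), outer (0.25, 0.174) and early (0.40, 0.0757) lists. Genes picked for their change make a list weaker by construction, so these values are no test of the list.

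Values near 0 changed sign, and none of these was called in the main comparison; the cause was not tested. The later hair cell list, at 0.0047, was at -0.016 under upper-quartile factors, -0.012 under limma-voom, -0.018 with GC offsets, -0.028 with length offsets and -0.055 without Ocm and Slc26a5, and ranged from -0.046 to 0.062 without single libraries. The skeletal muscle list was at -0.0078 under upper-quartile factors, -0.096 under the stricter filter, -0.026 under the Y-linked covariate and -0.12 after thinning, and from -0.12 to 0.057 without single libraries. The Sox10 neighbours were at -0.00057 under upper-quartile factors and -0.026 with length offsets, and from -0.025 to 0.056 without single libraries. The neuron list was at 0.081 under the stricter filter and 0.041 with length offsets, and from -0.19 to 0.020 without single libraries. The Y chromosome list was at 0.00095 under its own covariate, and Kdm5d at 0.27. Xist was at 0.0026 under limma-voom. Without single libraries Kdm5d ranged from -0.13 to 0.058 and Xist from -0.12 to 0.033.

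Of the 70 single genes other than Casz1, 59 kept direction and call in every alternative. Over 1468 values, 1406 kept both, 51 lost the call, 5 gained it and 6 changed sign. Calls lost without single libraries included those of Myo7a, Fgf8, Gadd45g, Tmc2, Rbm24 and Aqp11. For Rbm24, leaving out WT replicate 5 took the log2 fold change from -0.29 to -0.15 (adjusted p = 0.0607). The 14 other lists gave 308 values, of which 271 kept both, 2 lost and 17 gained the call and 18 changed sign. With 60.03 to 80.8 M (1e6) counts per library, depth limits mainly genes below 1 CPM, such as Insm1 with 8 to 28 counts.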

Other observations

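The tests on library depth, chance, GC content, transcript length and shared sequence, the second strial list and the spread control for gene order over the whole genome were written down before their results were seen. The tests on the Casz1 chromosome, on the regions around Casz1, on chromosome 14 and around Sox10, on Y-linked ratios and on the gap between glia and mesenchyme were chosen after the patterns had been seen.

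The number of changed genes, 7140 of 17254, was larger than in any other split of the 10 libraries into 5 and 5 that was run: of 100 splits out of 126, the real split included, 1 gave as many, and the highest of the other splits gave 0 with edgeR's quasi-likelihood test (a median of 340 and at most 3934 genes at an unadjusted p under 0.05, against 8480 in the real split). This argues against chance. In the other splits the genotype difference itself adds to the spread within groups, which lowers their numbers. The number was 6954 after thinning to the smallest library, 7159 after removing each library's GC trend and 7387 after removing each library's trend with transcript length, so these tests argue against depth, GC content and length as the source. What the design cannot separate is the deletion from anything else that differs between the cKO and WT animals, such as litter, strain background or the transgene itself.

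Among genes with a transcript sequence, large changes were not mainly a matter of shared sequence. Only 82% of the large-change genes had such a sequence, and sharing was not tested for the rest. Of 688 large-change genes with a transcript sequence, 12.8% shared at least 5% of their 50-base words with another gene, against 11.1% of the other tested genes (Fisher's exact test, two-sided, p = 0.172). Single genes remain doubtful: Eno1b (log2 fold change 1.39) and Eno1 (-0.55), picked after their values were seen, share 84.5% and 67.9% of their words and moved in opposite directions.

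Large changes lay close together along the genome. With the tested genes placed in the gene order of GRCm38.p6, 414 of 780 large-change genes had another within 5 tested genes, against a mean of 296 and a maximum of 361 in 10000 permutations of gene order (p = 1e-04, the smallest these permutations can give). Without genes that share sequence the number was 291 against 215 (maximum 268), so duplicated genes that share reads are not the whole source. Without chromosome 4 it was 353 against 253 (maximum 308), so DNA around the floxed Casz1 allele is not the whole source either. Neighbouring genes can also vary together for reasons unrelated to genotype. A control set of the same size, the genes with the largest spread within genotypes at matched expression, gave 353 against 296 (maximum 351), above every permutation and below the 414 of the large changes. The same control without matching on expression gave 310 (permutation p = 0.215). Both were written before their results were seen, but the reading of the matched control was changed afterwards, from one that argues against this explanation to an undecided one, because 353 lies above every permutation. Shared regulation of neighbours may thus explain part of the closeness, and for the genome as a whole the sources cannot be told apart, since both sets exceed the permutations.

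The closeness was strongest in 2 places. Of 637 windows of 50 tested genes, which overlap, 5 held more than 10 large changes, the 95th percentile of permuted maxima: 2 on chromosome 4, of which the window from Tnfrsf1b to Nmnat1, with 17, holds Casz1, and 3 on chromosome 14, with 14, 12 and 11. Among the 100 tested genes nearest to Casz1, 24% had a large change, against 4.19% on chromosomes other than 4 and 14 (Fisher's exact test, p = 4.2e-12), but the excess was not even. Of the 50 genes before Casz1 in gene order, 20 had a large change (40%), 7 of them Zfp genes close together, and of the 50 after it 4 (8%, Fisher's exact test against other chromosomes, p = 0.285). Further out the share was 8% in ranks 51 to 100 on either side and 10.7% in the 122 genes that follow, up to rank 200. Without genes that share sequence the share was 20%, and only 6 of the 100 belonged to the control set, so the tests argue against shared reads and against neighbours that vary together as the source there. A candidate explanation is DNA from another mouse strain that came with the floxed allele and still lies near it in the cKO animals. That would raise the share near Casz1, which was 24%, but it does not call for an excess on 1 side only, and changes that belong to this group of Zfp genes itself were not tested. No sequence variants were looked at and no strain is given in the labels. An effect of Casz1 loss on its own neighbours stays open and was not tested. On chromosome 14, picked because it was the densest, 11.2% of 600 tested genes had a large change (Fisher's exact test, p = 3.7e-12), and 9.38% without genes that share sequence (9.375), which argues against shared reads alone. The control set was somewhat dense there too (6.67%, Fisher's exact test, p = 0.0308), so for chromosome 14 a background difference and neighbours that vary together cannot be told apart. If a background difference is involved, changes of genes in these regions, which may include Gnb1, Vwa5b1 and Supt16 on the same chromosomes, could be unrelated to the loss of Casz1; the 24% around Casz1 and the 11.2% on chromosome 14 leave this open.

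At the Sox10 locus, 7 neighbouring tested genes from Eif3l to Pick1 were all called higher, with a median log2 fold change of 0.68 (0.675), while the 3 tested genes before the run and the next 2 after it (Slc16a8 and Baiap2l2) had negative values and the one after those, Pla2g6, was called higher (0.26, edgeR adjusted p = 0.0041). A candidate explanation is that the Sox10-Cre transgene carries extra copies of the genes around Sox10. In the whole genome 2 runs of at least 7 neighbouring called-higher genes exist, the longest with 9 genes, and 20% of 1000 permuted gene orders had one; this rate is for any place and does not test a locus named in advance. A rise of this size was uncommon: 34 of 16522 overlapping windows of 7 genes had a median as high. That window was drawn around the run after it had been seen, however, and the Sox10 neighbours list, which was fixed before the data were examined, had a median of 0.020 and was not called (camera adjusted p = 0.0861). Extra copies therefore stay open. A higher share of Sox10-expressing glia would raise glial genes, but the myelinating glia list had a median of -0.66 (-0.655), which argues against it. A background difference at this locus cannot be told apart from extra copies, because expression alone does not distinguish them; 6 of the 100 genes nearest to Sox10 had a large change. Whether the WT animals carried the transgene is not stated.

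The lower values of glial and mesenchymal genes in cKO could come from less surrounding tissue in the cKO dissections. If both tissues were diluted alike and all listed genes came only from them, both lists would fall by the same factor. The glia score minus the mesenchyme score was lower in cKO by 0.25 (-0.2503, means -2.09 ± 0.06 and -1.84 ± 0.20, SD, n = 5 each, two-sided exact permutation p = 0.0159), with overlap between the genotypes. This cannot decide the question, because the 2 tissues may be trimmed to different degrees. Both lists also hold genes that did not fall, such as Erbb3 (log2 fold change 0.066) and Lum (0.064). Less surrounding tissue in the cKO dissections therefore stays open. So does less glia in particular, or a change within Sox10-expressing glia, in which the recombinase may be active, and neither was tested.

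The Y-linked genes did not move together. The log2 ratio of Uty to Ddx3y was higher in cKO by 0.94 (0.93735, two-sided exact permutation p = 0.0079, 0.0119 after Benjamini-Hochberg adjustment over 6 ratios), and 4 of the 6 ratios reached this smallest possible p. A different share of males in the pools would shift all 4 genes alike and leave Xist shifted the other way, so it cannot be the whole cause. A Y chromosome of another strain origin in the cKO line is a hypothesis that these 0.94 log2 units would allow; no test here could separate it from regulation by Casz1.

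Genes of the stria vascularis and of pigment cells were high in cKO replicates 1 and 5 alone. Besides Dct, Tyr was at 4.38 and 2.28 CPM in these and at most 0.26 CPM elsewhere, and Esrrb at 8.38 and 2.49 CPM and at most 0.29 CPM elsewhere, whereas Pmel, at 6.81 to 10.2 CPM, did not follow. On a second strial list, written before it was tested, 6 of 9 tested genes were highest in cKO replicate 1 (one-sided exact binomial p = 6.4e-05 at a chance of 10%, and 0.0031 at a chance of 20% among cKO libraries). The binomial test takes genes as independent, which genes of 1 library are not, so these p-values overstate the evidence. Of the 6, Mitf (8.49 against at most 8.29 CPM), Oca2 (7.98 against 7.78) and Lrp2 (71.3 against 70.5) were near ties. Cldn11 (25.9 against at most 23.9 CPM) and Atp13a5 (2.43 against 1.33) stood clearer. Strial tissue carried along in cKO replicate 1 stays a candidate, though all 9 genes are expressed in every library. The excess was small for the abundant ones: Atp1b2 was at 775 CPM against 555 to 761 CPM and Kcnj10 was not raised, at 43.0 CPM. For cKO replicate 5 this was not tested, since a count of highest libraries cannot show it where replicate 1 is higher still; Mitf (8.29 CPM) and Oca2 (7.78 CPM) were second highest there. No biological explanation was tested, since only some libraries of 1 genotype show the pattern.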
